A study of Homo sapiens with 2 samples. Its data were reported in "The NKL-code for innate lymphoid cells reveals deregulated expression of NKL homeobox genes HHEX and HLX in anaplastic large cell lymphoma (ALCL)" (2020).

How the data were processed

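The data were the expression values of 2 arrays (Affymetrix HG-U133 Plus 2.0), 1 from SU-DHL-1 cells given a control siRNA (siCTR) and 1 from SU-DHL-1 cells given an siRNA against HLX (siHLX). Groups were taken from the treatment named in the sample labels. Biotin-labelled cRNA had been made from total RNA. Neither the sequence of the HLX siRNA nor a second culture per siRNA for the arrays was described in the sources used here.

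The values deposited by the authors were log2 intensities per probe set, given to 2 decimals. According to the methods of the study, spot intensities were RMA background corrected and quantile normalised in R with the limma and affy packages. The submitters' processing notes name RMA, limma and affy, and their versions were not given in the sources used here. The methods also describe ratios to the sample mean, which were not applied in the values used here. Subtracting the mean of each array would shift each difference by 0.0036. The sorted values of both arrays differed by at most 0.06, as quantile normalisation leaves them. This step sets the overall brightness of both arrays equal, so a change shared by most transcripts would not be seen in these values, and each difference is relative to the bulk of the probe sets.

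Of the 54613 probe sets that were not controls, 41091 were paired with 1 gene in the platform annotation, 1801 with several genes, and 11721 were not named there. Symbols were updated through the Entrez identifier with the RefSeq gene table of assembly GRCh38.p14, in which 41037 of the 41091 were found and 0 symbols changed. No gene was named from a probe set with several genes. No coordinates are given, because no genome build was named for the array annotation. List members without a probe set of their own in this annotation were not analysed here.

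All comparisons were the log2 value on the siHLX array minus that on the siCTR array. With 1 array per group there was no replicate error, so no test between the groups was run and no p-value is given. A gene was represented by its probe set with the highest mean over both arrays, and was used in counts and gene lists when that mean was at or above 4.865, the median over all probe sets that were not controls. Genes with an absolute difference of at least 1 (2-fold) were counted. Probe sets of the same gene are repeat readings of the same RNA: their SD is technical, and is given only as such. To place a single gene, the percentage of named probe sets within 0.5 log2 units of its level that lay as far or farther in the same direction was computed.

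Gene lists were described by the median difference of their members above the level threshold. This median was placed as a percentile among 10000 random lists of the same size, drawn from 20 bins of mean level with seed 1, and ties were counted in equal parts on both sides. A list with at least 5 such members was called apart below the 2.5th or above the 97.5th percentile. The percentile describes these 2 arrays and is not a test of the treatment. All percentiles of the main setting, those of the 9 later lists included, were drawn again with other seeds, giving 10 random streams in all. The 33 lists covered homeobox, JAK-STAT and STAT3 genes, lymphoid and other cell types, apoptosis, stress, the cell cycle and metabolism.

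The genes named were HLX, HHEX, JAK2, MSX1, NKX2-2, EOMES, STAT3 and ALK; the 10 genes with the most positive and the 10 with the most negative mean difference among genes with at least 2 probe sets above the threshold, all of the same sign; the 5 genes with the most positive and the 5 with the most negative difference; and the 2 most positive and 2 most negative members of each list, of which the text gives examples. XIST and Y-linked genes were not named. The groups, lists, rules and settings to be varied were fixed before the data were examined. The top lines of a supplementary table of the study on the same comparison had been seen by then, with CASP5 first, so the value of CASP5 is not independent of that table. A further 9 gene lists were set up after values had been seen and are given only among the closing observations.

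Alternatives were median centring, removal of the trend with level by lowess (fraction 0.2), quantile normalisation of the deposited values, the mean of all probe sets of a gene, only probe sets without the suffix _s_at or _x_at, no level threshold, a threshold at the 75th percentile, a 1.5-fold limit, and random lists without matching on level. Scaling both arrays to equal poly-A spike controls was added after the controls had been seen. The steps were tested on simulated data made by shuffling differences among genes of like level. Of 200 genes shifted by 2-fold among 12135, 52.5% passed the 2-fold limit, and of 200 shifted by 3-fold, 98.0% did. Lists of 30 genes were called higher in 5, 60 and 100 of 100 simulations when 0, 0.1 and 0.2 log2 units were added, and lists of 12 genes in 5, 40 and 86. All lists were also placed in 200 shuffles of the differences among genes of like level, with a mean of 1.58 lists called apart; shuffling leaves out that genes of a list vary together. The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.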

Results

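Gene expression was measured in SU-DHL-1, an established cell line of anaplastic large cell lymphoma (ALCL) that carries the NPM1-ALK fusion, after treatment with an siRNA against the NKL homeobox gene HLX or with a control siRNA. There was 1 array per treatment, and no replicates. The number of arrays limits the precision, and the differences below describe these 2 arrays. The median log2 intensity was 4.87 on both, and the upper quartile was 7.08 with siCTR and 7.10 with siHLX. Across probe sets the arrays correlated with r = 0.989. This correlation is across probe sets, which are not independent replicates.

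HLX itself, the target of the siRNA, was lower on the siHLX array. Its only probe set gave 8.15 with siCTR and 7.70 with siHLX, a log2 difference of -0.45 or 0.73 times the control level. Of the 3712 probe sets of like level, 1.59% lay as far down. With both arrays scaled to equal poly-A spike controls, the difference was -0.16. That scaling moved the median of all genes from -0.01 to 0.28, so all differences are relative to the bulk of genes.

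The arrays were made to find genes downstream of HLX. JAK2, MSX1, NKX2-2 and EOMES were followed up in the study by RQ-PCR in the cell lines DEL and SU-DHL-1. The RQ-PCR was normalised to the TBP transcript, whereas the array differences are relative to the bulk of the probe sets. NKX2-2, another NKL homeobox gene, read 9.22 with siCTR and 8.99 with siHLX, a difference of -0.23, and 8.64% of like-level probe sets lay as far down. JAK2, the kinase upstream of STAT proteins, had a difference of -0.23 on its only probe set above the level threshold, and 30% of like-level probe sets lay as far down. Its probe sets below the threshold read -1.02 and -0.23. The probe sets of MSX1 disagreed, with 0.10 on the brighter and -0.82 on the dimmer. EOMES, a T-box factor of cytotoxic lymphocytes, read 4.78 with siCTR and 3.41 with siHLX, a difference of -1.37, and 0.159% of like-level probe sets lay as far down. The study described JAK2, MSX1 and NKX2-2 as activated by HLX. The readings of NKX2-2, of JAK2 and of the dimmer probe set of MSX1 had that direction, and the brighter one of MSX1 did not. EOMES was described there as inhibited by HLX, and its reading had the other direction. It came from a single probe set below the threshold, as did the readings of JAK2 from its dimmer probe sets, so neither settles a direction. Scaled to equal poly-A spike controls, NKX2-2 and the brightest probe set of JAK2 lay above 0.

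HHEX, STAT3 and ALK showed small or mixed differences. The probe sets of HHEX read 0.13 and -0.23. STAT3 read 0.06, -0.02, 0.20 and 0.37 on its 4 probe sets, the first at a level of 11.52. ALK, expressed as part of the fusion, read -0.13 and -0.02.

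**Figure D1:**
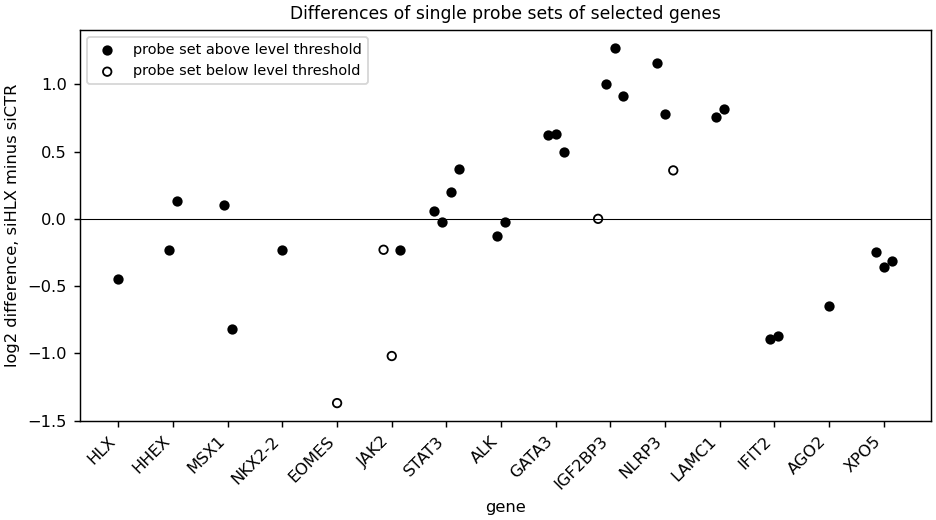
Log2 difference between the siHLX and siCTR arrays (y axis) for each probe set of 15 genes (x axis); filled circles are probe sets above the level threshold and open circles those below it. HLX lies at -0.45, the 3 probe sets of GATA3 between 0.50 and 0.63, and the probe sets of MSX1 on both sides of 0.

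Among genes read by at least 2 probe sets of the same sign, IGF2BP3, an RNA-binding protein of fetal tissues, had the highest mean, 1.06 (SD 0.19 over 3 probe sets). NLRP3, the sensor of an inflammasome, followed with a mean of 0.97 (SD 0.27, 2 probe sets), and the laminin gene LAMC1 had 0.79 (SD 0.04, 2 probe sets). MYO1G, a myosin of blood cells, reached 0.78, with its brighter probe set at 1.14 and the other at 0.42. GXYLT2, LINC02762, ABO, TSPAN5, SCRN3 and TRAF3IP3 completed the 10 highest, with means from 0.95 for GXYLT2 to 0.68 for TRAF3IP3. The lowest was IFIT2, an interferon-induced gene, at -0.88 (SD 0.01, 2 probe sets). TMEM198B, BLZF1, ISYNA1, ATP10A, PRR22, SNRPB2, TECPR2, TRIM15 and ZNF678 followed, from -0.86 for TMEM198B to -0.64 for ZNF678. For SNRPB2 the probe sets differed widely, with -0.24 on the bright one and -1.25 on the other. These genes were selected for probe sets of equal sign, so their agreement is no independent check. Of the 5869 genes with at least 2 probe sets above the threshold, 37.1% had the same sign on all of them, against 35.8% for signs drawn at random. Some probe sets, such as 1 of LTB, differed by exactly 0 and have no sign, whereas random signs hold no 0. These shares are therefore not strictly comparable and do not settle how well probe sets agree. The pooled SD between probe sets of a gene was 0.27.

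With each gene read by its brightest probe set, the most distant single readings lay among dim genes. Probe sets not paired with a single gene took no part in this order. CASP5, an inflammatory caspase, went from 6.14 with siCTR to 3.79 with siHLX, a difference of -2.35. AQP6, PRR30, KIR2DS3 and SLC38A4-AS1 followed, between -1.52 for AQP6 and -1.46 for KIR2DS3 and SLC38A4-AS1. SLC5A2 was the highest at 1.55, then EVI2A at 1.49, the cytokine gene IL15 at 1.47, CMTM5 at 1.45 and LINC02064 at 1.37. Each of these 10 genes had 1 probe set above the threshold, and on each 1 of the arrays read below it, so the sizes and order of these differences are uncertain. In all, 54 genes were at least 2-fold higher and 47 at least 2-fold lower on the siHLX array, 0.832% of the 12135 genes above the threshold. Scaled to equal poly-A spike controls the split was 178 higher and 13 lower. With the mean of all probe sets the counts were 25 and 25, with the threshold at the 75th percentile 2 and 1, and without a threshold 134 and 140. Of the 101 genes, 84 lay within 1 log2 unit of the threshold. The SD of the difference between genes was 0.44 at levels below 6 and 0.11 above 10, where 0 genes reached 2-fold. Other probe sets of the 2-fold genes had the same sign in 9 of 19 cases (47.4%, exact 95% interval 24.4 to 71.1%). These cases came from 13 genes and are not independent, so the interval is likely too narrow.

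**Figure D2:**
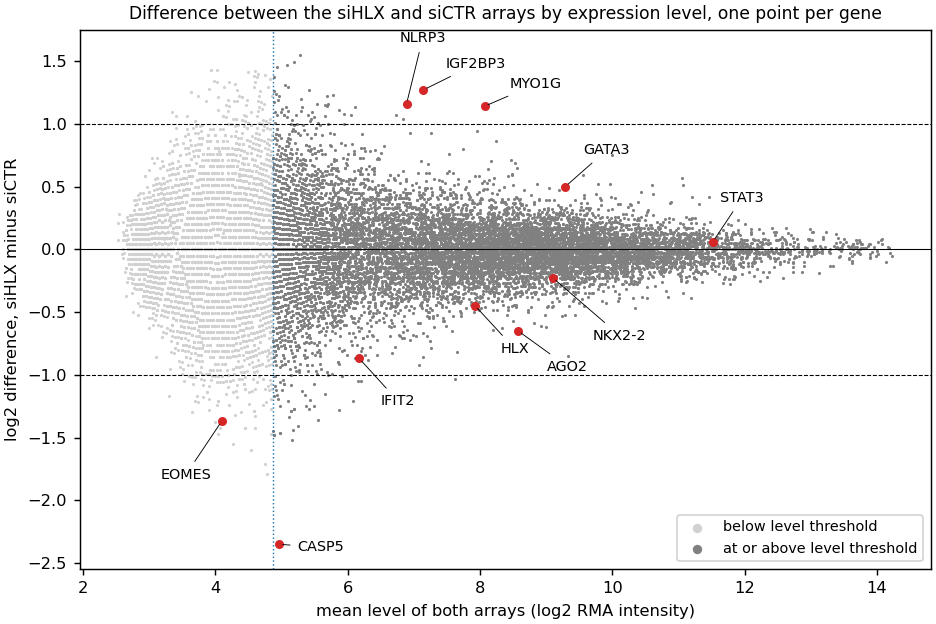
Log2 difference between the siHLX and siCTR arrays (y axis) against the mean level of both arrays (x axis, log2 RMA intensity), with 1 point per gene; dashed lines mark 2-fold and the dotted line the level threshold of 4.865. The spread narrows with level, and 84 of the 101 genes at 2-fold lie within 1 log2 unit above the threshold.

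Of the 32 gene lists that could be placed among random lists, 4 were called apart, where 1.6 were expected by chance. The count depended on the random draw, with 4 lists in 3 and 5 lists in 7 of 10 random streams. When differences were shuffled among genes of like level, 15 of 200 shuffles called at least 4 lists and 3 called at least 5. Values given for members are those of the brightest probe set unless a mean is named; other probe sets above the threshold had the opposite sign for ENO1, LMO4, AURKB, HSF1, NFATC1, JAK3, MGA, IL12RB1, CASP10, BAD, PMEPA1, DUSP6, RPL18, YWHAZ and THY1. Genes of glycolysis and hypoxia were higher: 25 of 32 members were higher and 6 lower on the siHLX array, with a median of 0.13 and a percentile of 100. MXI1, a MYC antagonist, had 0.68 and the aldolase gene ALDOC 0.61, whereas the enolase gene ENO1 and the demethylase gene KDM3A both had -0.19. Genes of ILC2 and TH2 cells were also higher, in 9 of 12 members, with a median of 0.19 and a percentile of 99.1. GATA3, their master factor, read 0.50, 0.62 and 0.63 on its 3 probe sets (mean 0.58, SD 0.07). IL13 had 0.92 and HPGD 0.63, both close to the threshold, LMO4 had -0.30 and IL10 -0.08. Among members below the threshold, which took no part, CCR4 read lowest at -1.32 and MAF highest at 0.10. The ILC2 and TH2 call ended in 4 settings, with percentiles of 88.9 (mean of all probe sets), 87.4 (no _s_at or _x_at probe sets), 81.8 (no level threshold) and 94.8 (threshold at the 75th percentile).

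Genes of G2 and mitosis were lower relative to other genes, in 31 of 37 members, with a median of -0.11 and a percentile of 0.005; scaled to equal poly-A spike controls, the median lay above 0. CCNA2, the cyclin of S and G2 phase, had -0.33 and the mitotic kinase gene AURKB -0.30 on its brighter and 0.15 on its other probe set, while PLK1 had 0.20 and ECT2 0.12. MYC targets and ribosome biogenesis genes had a median of -0.06, likewise above 0 with that scaling, and 17 of 29 members were lower. NOP16 had -0.25, WDR43 -0.21, and RRP9 and POLR3G 0.17. Their percentile of 2.19 lay at the limit, and ranged from 2.11 to 2.53 over 10 random streams. The call also ended in 4 settings, with percentiles of 3.36 (quantile normalisation), 8.65 (no _s_at or _x_at probe sets), 2.55 (no level threshold) and 11.9 (random lists not matched on level). Heat shock genes lay on the other side of the limit at 2.53, with 14 of 21 members lower, HSF1 at -0.36 and FKBP4 at -0.21, and were below it in 8 of the 10 streams. S phase genes had a percentile of 2.89 and were not called apart, with 22 of 31 members lower and 9 higher. E2F1 had -0.33 and CCNE1 -0.30, while PRIM1 had 0.22.

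**Figure D3:**
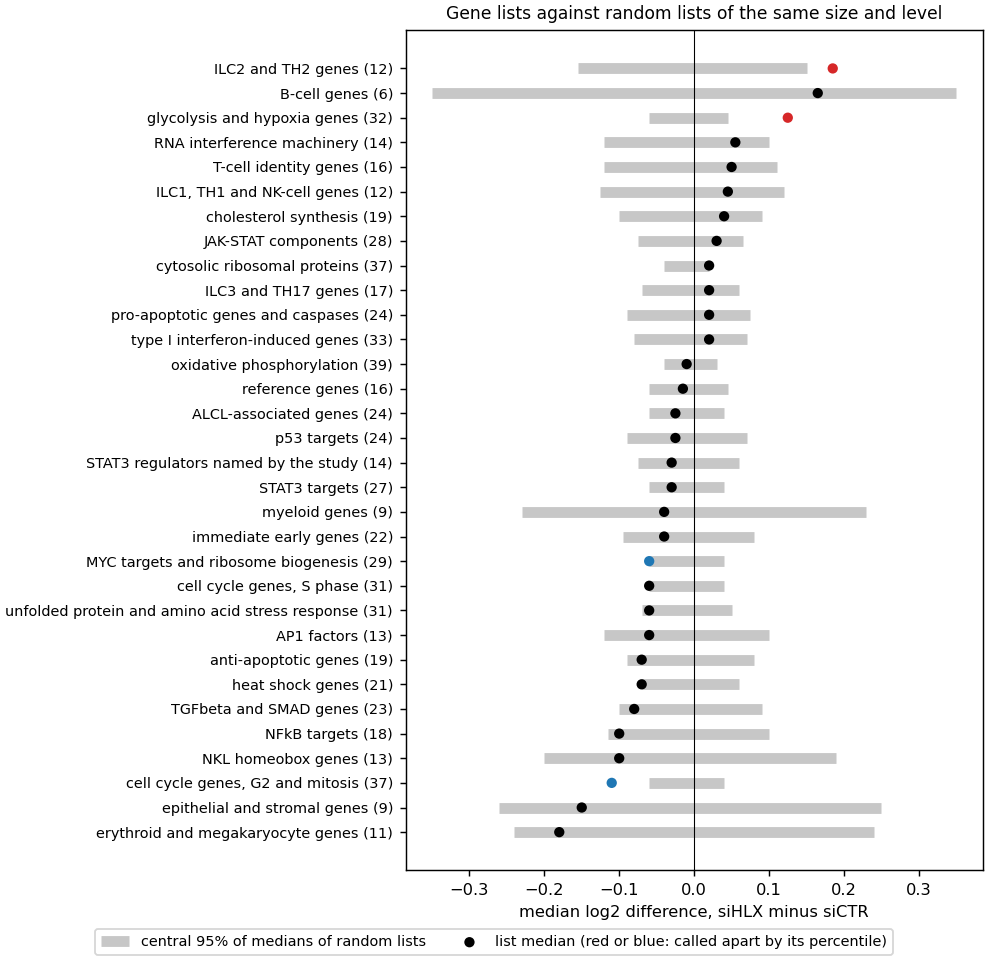
Median log2 difference between the siHLX and siCTR arrays (x axis) of 32 gene lists (y axis, members above the level threshold in parentheses); points are medians and grey bars hold the central 95% of medians of random lists of the same size and level. Glycolysis and hypoxia genes at 0.13 lie to the right of their bar and genes of G2 and mitosis at -0.11 to the left, relative to the bulk of genes; scaled to equal poly-A spike controls, the median of the latter lies above 0.

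The lists closest to the study's question were not called apart with the settings used throughout. NKL homeobox genes had a percentile of 16.8, with 6 of 13 members higher. HLX itself, the target of the siRNA, is 1 of these members and the lowest at -0.45. No percentile without HLX was computed. NKX2-5 had 0.34, DLX1 0.27 and DLX4 -0.40, all dim, at levels of 5.82, 5.605 and 5.4. The list therefore does not settle whether HLX acts on other NKL genes. JAK-STAT components (83.1) held PIAS3 at 0.42 and SOCS6 at 0.39, and the receptor genes IL10RB at -0.84 and IL10RA at -0.63. This list pools kinases, STATs and receptors with SOCS and PIAS genes, which need not move together. Its median therefore cannot tell whether the pathway shifted. STAT3 regulators named by the study (24.8) held MGA at 0.08 and JAK3 at -0.16, and STAT3 targets (20.2) VMP1 at 0.55, DNMT1 at -0.21 and NFATC1 at a mean of 0.13 (SD 0.42, 4 probe sets, from -0.35 to 0.59). Without _s_at or _x_at probe sets the STAT3 regulators were called lower, at a percentile of 2.4 and a median relative to all genes of -0.12 instead of -0.02. The regulator list joins activators with WWOX, an inhibitor according to the study, and MGA, which the study proposes as a STAT3 repressor. Its median therefore gives no direction for STAT3 activity. ILC3 and TH17 genes had a percentile of 77.4, with the receptor gene RORA at a mean of 0.31 (SD 0.20, 5 probe sets), CCL20 at 0.25 and LTB at -0.37. ILC1, TH1 and NK-cell genes (80.6) held IL12RB1 at 0.27 and NKG7 at -0.10, and T-cell identity genes (82.4) FYN at 0.52, CD247 at -0.62 and CD7 at -0.55. ALCL-associated genes had a percentile of 25.7, with MUC1 at 0.35, CLU at 0.16 and CD274 at -0.14, and AP1 factors 18.1, with FOSB at 0.49 and BATF2 at -0.41. FOSB lay close to the threshold, and probe sets of MUC1 below the threshold read 0.71 and -0.68. The genes followed up by RQ-PCR had 3 members above the threshold, too few for a percentile, and a median of -0.23.

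Lists of apoptosis and stress were not called apart either. The study reported increased apoptosis of SU-DHL-1 cells after HLX knockdown, by live-cell imaging. Transcript lists do not measure apoptosis, so the percentiles below do not speak against that result. Pro-apoptotic genes and caspases had a percentile of 76.4, with CASP10 at 1.31, BAD at -0.42 and CASP5 at -2.35, and anti-apoptotic genes 7.17, with BCL2L10 at 0.35, PIM2 at -0.39 and AVEN at -0.21. The other probe set of CASP10 above the threshold read -0.22. p53 targets had 35.8, with PHLDA3 at 0.45 and PLK3 at -0.45, and NFkB targets 4.43, with TNFAIP2 at 0.47, LTB at -0.37 and SOD2 at -0.33. TNFAIP2 lay close to the threshold, and its probe set below the threshold read -0.47. The other probe set of LTB read 0.0. Type I interferon-induced genes (76.3) went both ways, with DDX60 at 0.70, IFIT2 at -0.87 and IFI6 at -0.46. TGFbeta and SMAD genes had 5.96, with SMAD6 at 1.0, PMEPA1 at 0.51 and SMAD3 at -0.48. Genes of the unfolded protein and amino acid stress response had 5.14, with 20 of 31 members lower and 10 higher. Among them CHAC1 had -1.01 and DNAJB9 -0.30, while EDEM1 had 0.22. Immediate early genes had 22.6, with DUSP6 at 0.46 and EGR4 at -0.48. The RNA interference machinery had 87.1, but AGO2, the nuclease that carries out siRNA cleavage, read 8.90 with siCTR and 8.25 with siHLX, a difference of -0.65, and 0.03% of like-level probe sets lay as far down. XPO5, which exports microRNA precursors, was lower on all 3 of its probe sets (mean -0.31, SD 0.06).

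Metabolic, housekeeping and other cell type lists completed the set. Cytosolic ribosomal proteins had a percentile of 94.6, oxidative phosphorylation 48.2, cholesterol synthesis 83.0 and reference genes 37.6. RPL18 had 0.12, NDUFV2 0.16, MSMO1 -0.28 and YWHAZ -0.13. Of the markers of other cell types with a probe set of their own, 9 of 21 myeloid genes, 6 of 21 B-cell genes, 11 of 15 erythroid and megakaryocyte genes and 9 of 21 epithelial and stromal genes lay above the threshold. Their percentiles were 35.2, 82.1, 6.41 and 10.4. PF4 had -0.87, ITGAM -1.06 with 0.35 on a dimmer probe set, and THY1 0.99 with -0.04 on its other probe set above the threshold, all at levels under 6.

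Control transcripts spiked into the samples differed between the arrays by a mean of -0.18 (SD 0.20, 42 probe sets). The poly-A controls, added before labelling, had a mean of -0.29 (SD 0.18) and 23 of 24 probe sets lower on the siHLX array. The hybridisation controls, added after labelling, had a mean of -0.03 (SD 0.08, 18 probe sets). The difference between 3' and 5' probe sets, a sign of RNA integrity, shifted by -0.04 for ACTB and -0.06 for GAPDH.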

Values the study reported

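The study counted 48 NKL homeobox genes. It transfected 80 pmol of siRNA by electroporation and harvested the cells after 20 h. For the functional annotation of expression profiles, 1000 shortlisted genes were used. Genomic profiling of the ALCL cell lines gave 17 deregulated genes with a functional link to STAT3.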

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

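The tests of RNA degradation and of the culture dish for the glycolysis genes, all tests on the poly-A controls, and the comparison of probe sets at other levels were chosen after the result was seen.

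Probe sets not paired with a single gene took no part in the comparisons, and 34 of the 4859 above the level threshold were at least 2-fold higher on the siHLX array and 23 at least 2-fold lower. Their differences included 2.13 and -1.64, farther than SLC5A2 at 1.55 and AQP6 at -1.52. The 18S rRNA control probe sets, likewise outside the comparisons, were higher on the siHLX array by a mean of 0.24 (SD 0.08, 3 probe sets).

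Most genes at 2-fold lay just above the level threshold, CASP5, EVI2A and IL15 among them. If the spread of dim probe sets was the cause, other probe sets of these genes would share the sign at about the rate of chance. They did in 47.4% of 19 cases, with an exact 95% interval that reaches from 24.4 to 71.1%. These cases came from 13 of the 101 genes, and CASP5, EVI2A and IL15 had no other probe set above the threshold. At the 1.5-fold limit the share was 52.5% of 61 at levels below 6 and 61.0% of 100 at 6 and above (interval 50.7 to 70.6%). Among those 100, it was 80.0% of 15 at 8 and above (51.9 to 95.7%). Probe sets of the same gene are not independent cases, so all these intervals are likely too narrow and do not exclude the rate of chance. For genes without another probe set above the threshold this test decides nothing. For the rest it cannot decide either. Their other probe sets were no brighter, and could share the sign at near the rate of chance for real changes too. The spread of dim probe sets stays a possible source of these differences. An effect of the HLX siRNA on single genes among them stays open as well.

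Genes of glycolysis and hypoxia, such as MXI1 and ALDOC, were higher on the siHLX array. The choice of probe set is argued against, since the percentile stayed at 99.97 with the mean of all probe sets; removing the trend with level left it at 100, but this changed no list or named gene and decides nothing, as the random lists were already matched on level. RNA degradation stays open: the shift between the ends of ACTB and GAPDH reached only -0.06, in size below the list's median of 0.13, but this rests on 2 genes, and the 18S rRNA probe sets differed by 0.24 and the poly-A controls by -0.29. Members that respond to low oxygen without being glycolytic enzymes had a median of 0.24, which a denser or less aerated dish could give as well as the loss of HLX. With 1 culture per siRNA the dish and the siRNA cannot be told apart, and an off-target effect of the siRNA was not tested.

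The poly-A spike controls were lower on the siHLX array. Hybridisation or scanning is argued against by the hybridisation controls, with a mean of -0.025, and spread of dim probe sets by the bright dap control, with a mean of -0.29. All 4 spikes were lower (dap -0.29, lys -0.41, phe -0.31, thr -0.15), with a mean of -0.29 over all poly-A probe sets. More messenger RNA per amount of total RNA after HLX knockdown, as the sole cause, would lower 18S rRNA too, and its probe sets were higher by 0.24 (SD 0.08), which argues against it as far as rRNA, which has no poly-A tail, was labelled alike in both reactions. Less spike in the siHLX reaction could give these values and stays open, since the amounts added were not given in the sources used here.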

How the results depend on the processing

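Scaling to poly-A spike controls was chosen after seeing the data; it moved HLX to -0.16, the counts at 2-fold to 178 higher and 13 lower, and the median of all genes to 0.28, and changed no list call, since lists are read relative to all genes. The other scalings kept the HLX difference at -0.45 and the counts within 1.5 times of 54 and 47. The counts were 25 and 25 with the mean of all probe sets, 134 and 140 without a level threshold, 2 and 1 with the threshold at the 75th percentile, where agreement of other probe sets was 100% but rested on 1 probe set, and 302 and 310 at 1.5-fold. Relative to all genes, the ILC2 and TH2 call (median 0.195) was lost at medians of 0.095 (mean of probe sets), 0.12 (no _s_at or _x_at), 0.055 (no threshold) and 0.125 (75th percentile). The MYC call (-0.05) was lost at -0.04 (quantile normalisation), -0.06 (no _s_at or _x_at; no threshold) and -0.05 (unmatched lists), so only quantile normalisation brought its median closer to 0. Heat shock genes (-0.06) were called lower at -0.06 (median centring, quantile normalisation, 75th percentile), STAT3 regulators (-0.02) at -0.12 (no _s_at or _x_at) and erythroid genes (-0.17) at -0.17 (unmatched lists). The cause was not tested. Median centring left each difference as it was, so the heat shock call there reflects only the draw. Calls for glycolysis and hypoxia genes and for G2 and mitosis genes were kept in all settings run. No called direction reversed. Of the other named genes, 35 moved by more than the spread at their level with the mean of probe sets and 20 without _s_at or _x_at. With poly-A scaling 89 did. That scaling shifts every gene by the same amount, so these 89 are only the genes whose spread was below the shift. Signal over background limits dim genes. No paired analysis was possible because each group held 1 array, and no array could be left out.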

Other observations

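All 9 lists in this part were set up after values had been seen; of the tests, that of the let-7 targets was fixed before their median was seen, when values of MYC, DICER1, CCND1 and CCND2 were already known from other lists.

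Genes of HLA class II, which present antigen to T cells, were higher on the siHLX array in 7 of the 8 members above the level threshold, with a median of 0.33 and a percentile of 98.1. HLA-DPA1 had 0.72, HLA-DPB1 0.67 and HLA-DMB 0.44, while CIITA, the activator of these genes, had -0.85. These were named after their values were seen, and probe sets of such close copies can pick up related transcripts. HLA class I genes had a median of -0.03 and a percentile of 29.0, with 9 of 11 members lower and 1 higher. Replication-dependent histones had a median of -0.18 and a percentile of 3.44, with 7 of 10 members lower, and scaled to equal poly-A spike controls these medians lay above 0.

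Inflammasome genes did not stand apart (percentile 85.1), although NLRP3 was among the highest genes and CASP5 the lowest. Splitting the list of glycolysis and hypoxia gave a percentile of 99.85 for glycolytic enzymes and 100 for the rest; both parts come from a list already seen to be apart. A list of cytoskeleton and adhesion genes first held 7 genes picked because they were high, and its percentile of 100 is therefore circular. Without those 7 it had a median of 0.08 and a percentile of 97.4 (96.8 to 97.4 over 10 random streams), not called apart, with VCL at 0.36 and ITGB1 at 0.26.

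AGO2 and XPO5 were lower and IGF2BP3, a target of the microRNA let-7, was higher on the siHLX array. The hypothesis was that repression by let-7 was weaker. Other let-7 targets, 22 above the threshold, would then be higher too, but 11 were higher and 9 lower, with a median of 0.02 and a percentile of 77.9. This neither bears the hypothesis out nor excludes it, since members went both ways.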
